A study of Homo sapiens with 6 samples. Its data were reported in "KAT2A-driven succinylation of SRSF11 enforces spliceosome-mediated RAD52 splicing to promote homologous recombination and radioresistance in hepatocellular carcinoma" (2025).

How the data were processed

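RNA-seq was performed on Huh7 and LM3, established hepatocellular carcinoma cell lines, with siRNA against SRSF11, a serine/arginine-rich splicing factor, or with control siRNA. RNA was extracted with TRIzol, and captured mRNA was fragmented, made into libraries and sequenced as read pairs on an Illumina NovaSeq instrument. There were 6 libraries in 4 groups. In each line, 2 libraries carried the labels si1 and si2 and are called the libraries labelled siSRSF11, and 1 library carried the label siCTL and is called the control library. The sources used here do not say whether the libraries of a group came from separate cultures, and the study lists a pair of SRSF11 siRNA sequences, numbered as these labels are. For the change in a single line and the difference between these changes, p-values and standard errors rest on the spread between si1 and si2. That spread may be technical, a difference between cultures or a difference between siRNAs. For both lines together and between the lines, they also rest on how far the change differed between the lines. For si1 against si2, they rest on how the lines differed in the effects of the labels.

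According to the submitters' processing notes, adapters were trimmed with cutadapt 1.9 and reads were aligned with HISAT2 to hg38. The quantifier and the annotation release were not given in the sources used here. For each of 38859 genes the authors deposited an FPKM value (fragments scaled to transcript length and library depth) and an estimated count per library. The deposited counts were whole numbers and were used without further rounding. Between 1264 and 1365 genes per library stood at a count of exactly 4, against 648 to 789 genes at 3 and 388 to 489 genes at 5. A sequenced pair therefore appears to add about 4 to a count, and the counting precision is lower than the totals imply. Total counts ran from 71146951 to 79647697 per library.

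The groups, the comparisons, the gene lists, the rule for named genes and most of the alternatives were fixed before the data were examined. That plan tested log2(FPKM + 1) with limma, or edgeR if whole counts were given, and the second case applied. Genes with a mean FPKM of at least 1 over the 6 libraries were tested, which were 11168 of the 38859. The two-sided quasi-likelihood F test of edgeR 4.0.16 was run in R 4.3.3 with TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a change of at least 1.5 times. An additive fit of cell line and knockdown label over all 6 libraries, with 3 residual degrees of freedom, gave the change in both lines together and the difference between the lines. A fit of the 4 group means, with 2 residual degrees of freedom, gave the change in each line and the difference between these changes. A fit of cell line and siRNA label, also with 2, compared si1 with si2. Each line had 1 control library, which was assumed to vary like the pairs of libraries labelled siSRSF11. Standard errors (SE) were the log2 change divided by the root of F, and intervals were at the 95% level.

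A set of 28 gene lists covering DNA repair, cell death, splicing, RNA decay, the cell cycle, stress, metabolism, cell type markers and library quality was tested with camera of limma 3.58.1. The preset correlation between genes was 0.01, and camera with an estimated correlation and fry were run beside it. The p-values were adjusted over the 28 lists. The rule for named genes covered SRSF11, the repair genes that the study singled out, KAT2A, the 5 largest called changes each way in each line, between the changes of the lines and between the cell lines, the 10 largest each way over both lines, the 3 largest each way between si1 and si2, and up to 4 members of each list with the largest change over both lines. Some genes and lists it covered are left out of the text. Genes named outside this rule were chosen after their values were seen, and the text says so. Markers of macrophages, T cells, endothelium and smooth muscle were listed before their values were seen, and those of squamous epithelium, plasma cells and fibroblasts afterwards. A lower bound on a fold against libraries at 0 used a floor of 3 read pairs, or 12 counts, over the group at 0.

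The procedure was tested on simulated counts of the 11168 genes, of which 100 were changed 2-fold and 100 were changed 4-fold. It recovered 79% of the 2-fold changes for both lines together, 65% in Huh7, 43% in LM3, 13% for the difference between lines, 75% for si1 against si2 and 75% between the cell lines. Of the 4-fold changes it recovered 99%, 92%, 86%, 62%, 95% and 99%. Each simulated gene was given the spread usual at its expression level, not its own, and no library deviated as a whole. Recovery in the real data may therefore be lower, and few calls do not show that changes of this size were absent. In the real data ADORA2A, with a log2 change of 3.61 over both lines, had an adjusted p of 0.0986 by edgeR. Alternatives comprised other filters on FPKM, other scalings, limma on log2 FPKM, DESeq2 1.42.0 (the tool named by the study), a prior variance without a trend, a term for the siRNA number, the 3 libraries of a line alone, and leaving out each library in turn. In the simulation, unchanged genes made up 7 of 185 edgeR calls over both lines, 11 of 168 in Huh7 and 4 of 133 in LM3. By DESeq2 they made up 12 of 195 over both lines and 24 of 182 in Huh7. Alternative splicing, which the study derived from the reads, was not analysed here, because the values are summed per gene. Results for 7 genes were kept out of all tables for privacy. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.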

Results

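Gene expression was measured by RNA-seq in Huh7 and LM3 cells, a pair of human hepatocellular carcinoma lines, with siRNA labels for SRSF11 or control. The 6 libraries formed 4 groups, with 2 libraries labelled siSRSF11 and 1 control library in each line. In Huh7 the total counts were 73956414 for si1, 71146951 for si2 and 72087019 for the control. In LM3 they were 75024268, 79647697 and 75240012. The principal component with the largest share, 91.0% of the variance, separated the lines, and the next one, with 4.61%, held the Huh7 control at the opposite end from Huh7 si2.

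The target came first, as a check on the labels. SRSF11 (ENSG00000116754, hg38 chromosome 1 from 70205682 to 70253052) stood at an FPKM of 4.58 in Huh7 si1, 3.45 in Huh7 si2 and 5.24 in the Huh7 control. In LM3 it stood at 4.75 in si1, 4.79 in si2 and 4.32 in the control, so the libraries labelled siSRSF11 held more SRSF11 mRNA than their control. The mean of the libraries labelled siSRSF11 was 4.02 ± 0.796 in Huh7 and 4.77 ± 0.0235 in LM3 (SD, n = 2), and each line had 1 control library. After TMM scaling the levels of the single libraries labelled siSRSF11 were 88.9% and 69.1% of the control in Huh7 and 112% and 111% in LM3. By edgeR the log2 change of SRSF11 was -0.10 over both lines (SE 0.16, 95% interval -0.48 to 0.28, adjusted p = 0.892), -0.34 in Huh7 (SE 0.19, interval -0.81 to 0.13, adjusted p = 0.863) and 0.15 in LM3 (SE 0.20, interval -0.32 to 0.63, adjusted p = 0.970). None of these passed the test, and each interval excluded a halving of the mRNA. Without Huh7 si2 the value over both lines was 0.02. Directions given for the libraries labelled siSRSF11 therefore follow the labels and not a measured loss of the transcript. The study reported its own check of knockdown efficiency by siRNA in Huh7 and LM3, and western blots of SRSF11 after siRNA in both lines.

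**Figure D1:**
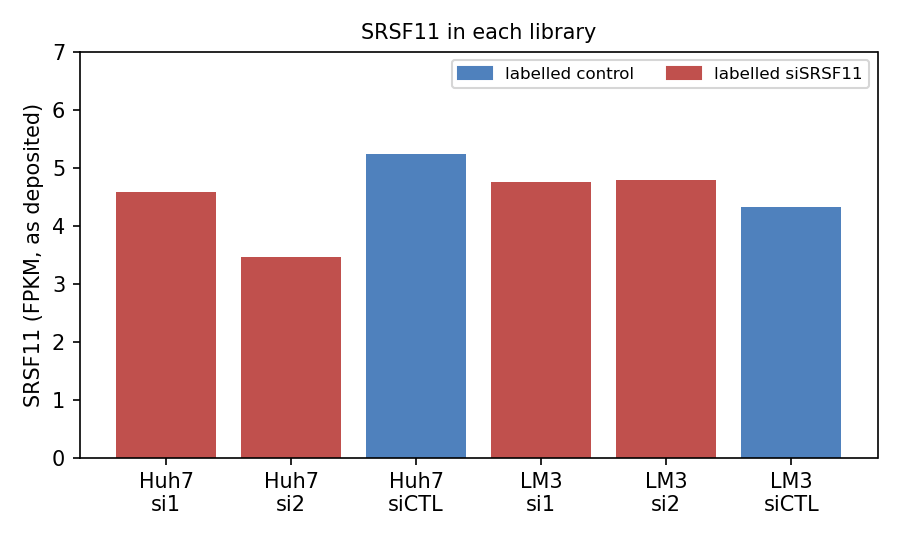
SRSF11 level in each library, with the library on the horizontal axis and FPKM as deposited on the vertical axis; blue bars are control libraries, red bars are libraries labelled siSRSF11, and each bar is 1 library without an error bar. The Huh7 libraries labelled siSRSF11 lie at 4.58 and 3.45 against 5.24 in their control, and those of LM3 lie at 4.75 and 4.79 against 4.32.

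Over both lines, the libraries labelled siSRSF11 were compared with the controls to find a response shared by the lines. Genes of cholesterol biosynthesis were shifted upward by camera with a preset correlation, with 19 of 21 members above 0 and a median log2 change of 0.37 (adjusted p = 4.94e-13), but not with an estimated correlation (0.556) or by fry (0.352). Among them were INSIG1, which retains the sterol-sensing complex in the endoplasmic reticulum, at 0.58 (SE 0.20), and the sterol synthesis enzymes MVD at 0.51 (SE 0.12) and DHCR7 at 0.48 (SE 0.12). Genes of S phase and DNA replication were also shifted upward, with 25 of 27 above 0 and a median of 0.28 (adjusted p = 1.22e-11, but 0.556 with an estimated correlation and 0.352 by fry), including GINS2, part of the replicative helicase, at 0.49 (SE 0.17), and the cell cycle transcription factor E2F1 at 0.46 (SE 0.14). In Huh7 alone this list was not called, with a median of 0.08, 18 of 27 above 0 and an adjusted p of 0.153. Mesenchymal genes were shifted downward, with 13 of 14 below 0 and a median of -0.68 (adjusted p = 5.57e-05, but 0.556 with an estimated correlation and 0.352 by fry). Among them were the collagen gene COL1A1 at -1.74 (SE 0.58) and the matrix metalloproteinase MMP2 at -1.47 (SE 0.60). In LM3 alone camera did not call this list, which had a median of -0.07, 6 members above and 8 below 0 and an adjusted p of 0.923, and MMP2 stood at 0.10. The difference between the lines was called by camera (adjusted p = 1.37e-11), but not with an estimated correlation (0.943) or by fry (0.556). Marker genes of fibroblasts, plasma cells and squamous epithelium took a larger share of the counts in the Huh7 control than in the Huh7 libraries labelled siSRSF11, as given with the Huh7 values. Camera also called the core spliceosome (median 0.14, 28 of 36 above 0, adjusted p = 0.000103), ribosomal proteins (0.11, 28 of 30, 0.000355), hepatocyte markers (0.14, 19 of 26, 0.00143), homologous recombination (0.11, 18 of 24, 0.0092) and hnRNP proteins (0.08, 15 of 17, 0.0301) as shifted upward. Of the 8 lists called, 0 held with an estimated correlation, at an adjusted p of 0.717 for ribosomal proteins and 0.556 for each of the others, and fry called 0. Hepatocyte markers and ribosomal proteins were not called in LM3 alone (adjusted p = 0.184 and 0.223), nor was homologous recombination in Huh7 alone (0.416), and hnRNP proteins were called in neither line alone (0.304 in Huh7, 0.0962 in LM3). The call of homologous recombination over both lines was lost without Huh7 si1 (0.0644) and at a mean FPKM of at least 5 (0.0797). Those of hepatocyte markers and ribosomal proteins were lost at that filter (0.0695 and 0.0509) and under quantile normalization (0.145 and 0.297). That of hnRNP proteins was lost without Huh7 si1 (0.0773), LM3 si1 (0.0512) or LM3 si2 (0.0860) and at that filter (0.394), and its direction reversed under quantile normalization (0.752).

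No single gene passed the test over both lines. The edgeR count was 0 of 11168, with 630 genes at an unadjusted p under 0.05, while limma called 7 and DESeq2 called 26. The lowest adjusted p, 0.0612, belonged to SPECC1L-ADORA2A. In 20 lists not called by camera over both lines the adjusted p ran from 0.158 to 0.998. Lists for the 3 pathways of cell damage named by the study were among these. The study reached its pathways by KEGG enrichment of dysregulated genes. The lists here were written separately and tested for a shift in a common direction over both lines. Their results therefore do not bear directly on that enrichment. Necroptosis genes had 10 of 17 members above 0 and a median of 0.05 (adjusted p = 0.756), apoptosis effectors had 10 of 24 above 0 and a median of -0.03 (0.885), and RNA degradation genes had 23 of 33 above 0 and a median of 0.04 (0.199). In the necroptosis list the mean was -0.03, opposite in sign to its median. For end joining (median -0.05, adjusted p = 0.771) and G2/M genes (-0.03, 0.641) the test pointed upward, opposite in sign to the median. Without LM3 si1 1 gene was called, and without LM3 si2 1 was. With a control left out, the fit holds the change of the other line alone.

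In Huh7, 105 genes were lower and 5 genes were higher in the 2 libraries labelled siSRSF11 than in the control. These calls depend on the filter, since edgeR called 0 genes in Huh7 when all 34181 expressed genes were tested, with 1867 at an unadjusted p under 0.05. The lower genes included 13 keratin and small proline-rich genes, most of them genes of squamous epithelium. These genes, and the immunoglobulin genes below, were grouped after the values were seen. Whether either group was over-represented was not tested. KRT5, a basal keratin, fell by 1.91 on the log2 scale (SE 0.15, adjusted p = 0.0159), KRT17, a stress keratin, fell by 1.88 (SE 0.17, adjusted p = 0.0159) and TGM3, a cross-linking enzyme of cornified cells, fell by 1.95 (SE 0.24, adjusted p = 0.029). Immunoglobulin genes were also lower, 5 in number, such as IGKV2-30, which encodes part of an antibody light chain and fell by 5.52 (SE 0.59, adjusted p = 0.0211), and IGKV1-6, with counts of 0 and 3 against 426 in the control. Of 14 mesenchymal genes, 5 were lower over all genes and 8 adjusted over the list alone, among them MMP2, which fell by 2.65 (SE 0.29, adjusted p = 0.0215), and the collagen gene COL3A1, which fell by 2.58 (SE 0.29, adjusted p = 0.0215).

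Markers of other cell types were read in the same libraries. The squamous, plasma cell and fibroblast lists were written after the values were seen. The squamous and fibroblast lists hold called genes, such as KRT5, KRT14 and MMP2, so their shares partly restate the calls. The 16 squamous epithelium markers took 0.428% of the counts in the Huh7 control, 0.116% in si1 and 0.121% in si2. The 8 plasma cell markers took 0.218% in the control, 0.0417% in si1 and 0.00548% in si2, and the 10 fibroblast markers took 0.0959%, 0.0300% and 0.0175%. KRT5 had 54187 counts in the control against 15588 and 12379, and the fibroblast and mesenchymal lists share genes such as MMP2. Half-widths of the 95% Wilson intervals of these shares, which cover counting error only, were at most 0.00301 percentage points. Macrophage markers, at much lower levels, had a median log2 ratio of control to siSRSF11-labelled libraries of 2.56, with 10 of 10 higher in the control, T cell markers 1.37 with 5 of 7, and endothelial markers 1.18 with 4 of 6. Smooth muscle markers had a median of -0.04, with 2 of 5 higher in the control.

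**Figure D2:**
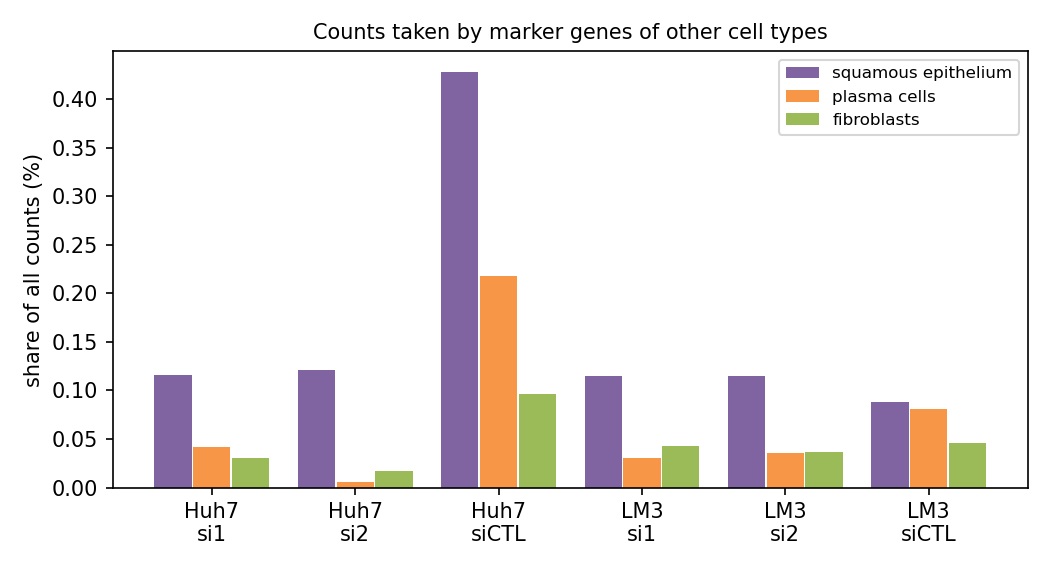
Share of all counts, in percent, taken by marker genes of squamous epithelium (purple), plasma cells (orange) and fibroblasts (green) in each of the 6 libraries, where each bar is the sum of a list in 1 library. The Huh7 control has the tallest bar of each list, at 0.428%, 0.218% and 0.0959%.

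Other genes lower in Huh7 were SLCO4A1, an organic anion transporter, which fell by 3.50 (SE 0.24, adjusted p = 0.0131), and KRT7, a keratin of simple ducts, with counts of 13 and 0 against 564 in the control (adjusted p = 0.0407). The pseudogene MSL3P1 was at 0 in both libraries labelled siSRSF11 and at 16 counts in the control, at least 2.68-fold lower. Higher were U2AF1, the small subunit of the U2 auxiliary splicing factor, by 0.96 (SE 0.14, adjusted p = 0.0393), ADORA2A, an adenosine receptor, by 3.05 (SE 0.24, adjusted p = 0.0159), and ENSG00000167774 by 2.04 (SE 0.30, adjusted p = 0.0422). RPL36A-HNRNPH2, a read-through gene of a ribosomal protein and an hnRNP gene, was at least 21.9-fold higher, with 0 counts in the control, and ENSG00000254701 was at least 6.04-fold higher. U2AF1 has near-identical copies elsewhere in the genome and read-through genes overlap their partners, so their counts are uncertain. The mesenchymal list had a median of -1.32 and an adjusted p of 1.52e-20 by camera, while cholesterol biosynthesis (median 0.21, 19 of 21 above 0, adjusted p = 0.00228), ribosomal proteins (0.18, 26 of 30, 0.00425), hepatocyte markers (0.17, 22 of 26, 0.0086) and the core spliceosome (0.15, 26 of 36, 0.0176) were shifted upward. With an estimated correlation 0 of these 5 held, at an adjusted p of 0.773 for the mesenchymal list and 0.891 for the others. In the necroptosis list the protease gene CAPN2 fell by 1.06 (SE 0.15, adjusted p = 0.0391), and 3 of 11 type I interferon genes passed adjusted over the list alone. In the core spliceosome list 1 gene, U2AF1, was called over all genes and adjusted over the list alone. With the filter, limma called 115 genes and DESeq2 called 295 (19 higher, 276 lower), and edgeR with a term for the siRNA number called 445. The count was 421 without Huh7 si1, 345 without LM3 si1 and 349 without LM3 si2, and it was 118 without the 155 genes of the marker lists, immunoglobulins and read-through genes.

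In LM3, where SRSF11 itself was not lower, 2 genes passed the test between the libraries labelled siSRSF11 and the control. ADORA2A was higher by 4.27 (SE 0.26, adjusted p = 0.0139), and its read-through partner SPECC1L-ADORA2A, which joins the cytoskeletal gene SPECC1L to it, was at 0 counts in both libraries against 3433 in the control, at least 588-fold lower. The same pair was called in Huh7, where SPECC1L-ADORA2A was at 0 against 2832, at least 475-fold lower. The shared genes are a single locus. SPECC1L-ADORA2A (ENSG00000258555) spans chromosome 22 from 24270898 to 24442356 and contains all of ADORA2A, from 24417879 to 24442356, on the same strand, so reads of the shared exons could be assigned to either.

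**Figure D3:**
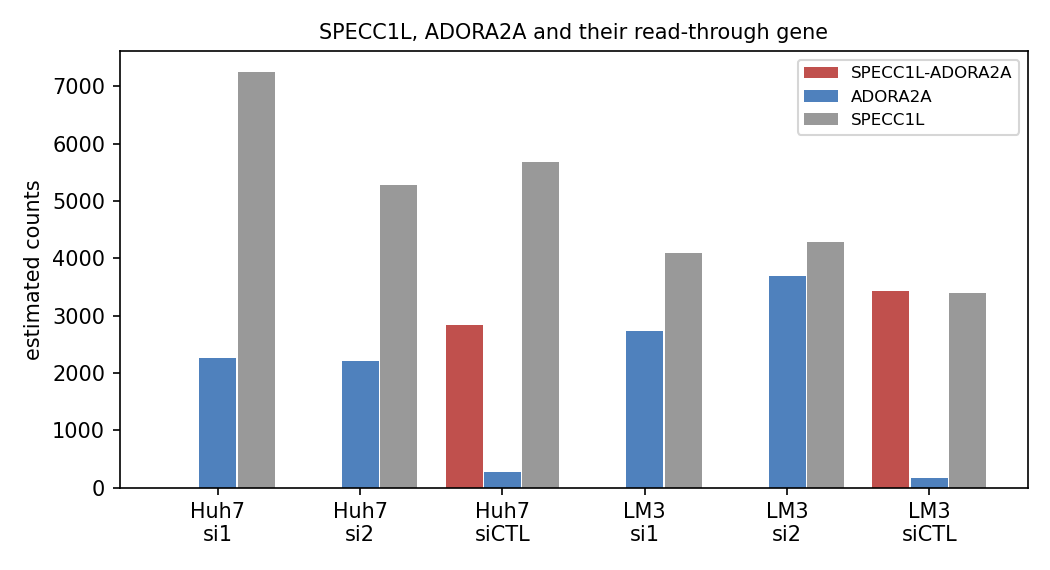
Estimated counts of SPECC1L-ADORA2A (red), ADORA2A (blue) and SPECC1L (grey) in each of the 6 libraries, where each bar is 1 gene in 1 library. SPECC1L-ADORA2A has 2832 and 3433 counts in the controls and 0 in the other 4 libraries, while ADORA2A has 279 and 161 in the controls and between 2210 and 3687 in the others.

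S phase and DNA replication genes were shifted upward in LM3, with 26 of 27 members above 0 and a median of 0.45 (adjusted p = 2.14e-18 by camera, but 0.662 with an estimated correlation). Over all genes 0 of them passed the edgeR test, and 3 did adjusted over the list alone. GINS2 stood at 0.81 (SE 0.19), UHRF1, which maintains DNA methylation at replication, at 0.78 (SE 0.16) and the replication initiator MCM10 at 0.94 (SE 0.30). Cholesterol biosynthesis (median 0.41, 20 of 21 above 0, adjusted p = 5.92e-11, but 0.662 with an estimated correlation), homologous recombination (0.19, 21 of 24, 0.0125, but 0.752) and the core spliceosome (0.14, 30 of 36, 0.0125, but 0.662) were shifted the same way. Genes of ATF4 and the unfolded protein response were shifted downward (median -0.31, 15 of 20 below 0, adjusted p = 0.0125, but 0.840 with an estimated correlation), with the asparagine synthetase ASNS at -1.32 (SE 0.35) and the serine synthesis enzyme PSAT1 at -0.94 (SE 0.24), whereas SDF2L1, an endoplasmic reticulum chaperone cofactor, stood at 0.79 (SE 0.17). Hypoxia and glycolysis genes were shifted downward too (-0.13, 9 of 14 below 0, adjusted p = 0.0282, but 0.662), with NDRG1 at -0.98 (SE 0.17) and the vascular growth factor VEGFA at -0.62 (SE 0.21), and 1 member passed adjusted over the list alone. With an estimated correlation 0 of these 6 lists held. Plasma cell markers took 0.0307% and 0.0353% of the counts in these libraries and 0.0810% in the LM3 control, while squamous markers took 0.115%, 0.115% and 0.0882%. At an unadjusted p under 0.05 there were 666 genes, limma called 2 genes and DESeq2 called 85 (47 higher, 38 lower). With a term for the siRNA number edgeR called 178, and with all expressed genes tested it called 0, with 1335 at an unadjusted p under 0.05. The edgeR count was 18 without Huh7 si1, 0 without Huh7 si2, 117 without LM3 si1 and 82 without LM3 si2.

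**Figure D4:**
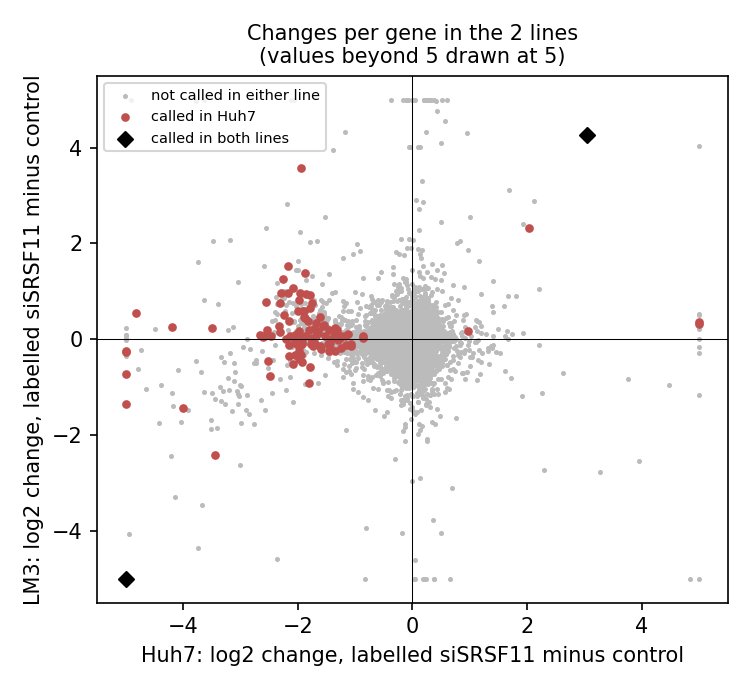
Log2 change per gene in Huh7 (horizontal axis) against LM3 (vertical axis), libraries labelled siSRSF11 minus control, for the tested genes kept in the tables, with values beyond 5 drawn at 5; grey points are genes not called, red points are called in Huh7 and black diamonds are called in both lines. Most red points lie at negative Huh7 values, 105 of the 110 called genes being lower there, and the 2 diamonds are ADORA2A and SPECC1L-ADORA2A.

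The change in Huh7 was then tested against the change in LM3. Of 5 genes called, 4 were lower in Huh7 relative to LM3. They were TGM3, with a difference of -5.52 (SE 0.41), SLCO4A1 at -3.74 (SE 0.34), KRT17 at -3.27 (SE 0.26) and KRT5 at -2.49 (SE 0.22). TGM3 had 4926 counts in the Huh7 control against 1184 and 1285, and 71 in the LM3 control against 985 and 748. RPL36A-HNRNPH2 differed the other way, by 10.80 (SE 0.92) as fitted, with 0 counts in the Huh7 control. The adjusted p was 0.0493 for each of the 5. The squamous markers, to which KRT5 and KRT17 belong, took 0.428% of the counts in the Huh7 control. Camera called the mesenchymal list (median difference -1.06, 10 of 14 below 0, 7 members adjusted over the list alone, adjusted p = 1.37e-11) and S phase genes (-0.40, 26 of 27 below 0, 0.00011) as lower in Huh7 relative to LM3. It called the ATF4 list (0.44, 13 of 20 above 0, 0.0216), hypoxia (0.18, 10 of 14, 0.0216) and replication-dependent histones (0.44, 9 of 12, 0.0386) as higher. With an estimated correlation each had an adjusted p of 0.943. At an unadjusted p under 0.05 there were 728 genes, limma called 7 and DESeq2 called 211. With a term for the siRNA number edgeR called 347, and with all expressed genes tested it called 0, with 1846 at an unadjusted p under 0.05. The edgeR count was 187 without Huh7 si1, 27 without Huh7 si2, 215 without LM3 si1, 196 without LM3 si2 and 1 without the marker, immunoglobulin and read-through genes. It was 1 higher and 8 lower with median-of-ratios scaling and 0 and 2 with quantile normalization.

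Between the libraries labelled si1 and si2, edgeR called 0 genes, with 160 at an unadjusted p under 0.05. DESeq2 called 8 and limma called 0. By DESeq2, the adhesion protein gene VTN, an abundant liver product, differed by -0.61 (adjusted p = 0.0128) and the glucuronosyltransferase gene UGT1A9 by 7.04 (adjusted p = 1.44e-21), si1 minus si2, both named after their values were seen. UGT1A9 had 2767 counts in LM3 si1 and 21 in LM3 si2, so that value rests on 1 library, and it shares exons with the other UGT1A genes. Of the 8 genes, 2 were immunoglobulin genes. The edgeR count was 78 without the Huh7 control, 92 without the LM3 control and 3 without LM3 si1.

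The cell lines differed far more than the siRNA labels, with 3072 genes higher in Huh7 and 3060 higher in LM3. Huh7 had the profile of differentiated and foetal liver cells, in which 25 of 26 measured hepatocyte markers were higher. Chosen from that list after their values were seen, albumin (ALB) was higher by 6.86 (SE 0.16, adjusted p = 6.15e-07), the foetal protein gene AFP by 7.05 (SE 0.20, adjusted p = 8.80e-07) and the apolipoprotein gene APOA1 by 7.16 (SE 0.23, adjusted p = 1.36e-06). In LM3, 18 hepatocyte markers, chosen for a high level in Huh7 and a large difference, were read as a share of their Huh7 level. The median share was 0.809%, the lowest 0.646% and the highest 3.35%. What set this narrow range was not tested, so these differences may not give each gene's own level in LM3. By the rule for named genes, Huh7 expressed CCR6, a chemokine receptor, at least 444-fold higher, GDF1 at least 298-fold, SLC22A9 at least 286-fold and APOC4-APOC2, an apolipoprotein read-through gene, at least 562-fold higher than LM3, where all 3 libraries were at 0. ENSG00000254692 was also at 0 in LM3, at least 209-fold higher in Huh7. UGT1A8 was at least 102-fold higher in LM3, TM4SF19-DYNLT2B at least 83.9-fold, ENSG00000235427 at least 40.5-fold and ENSG00000267073 at least 35.5-fold. Read-through genes such as APOC4-APOC2 and TM4SF19-DYNLT2B overlap their partners, and UGT1A8 shares exons with the other UGT1A genes. For these, a count of 0 may reflect how reads were assigned and not an absence of expression.

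Also higher in LM3, and chosen after their values were seen, were the growth factor receptor MET (-5.60 for Huh7 minus LM3, SE 0.17, adjusted p = 1.16e-06), the caveolar protein CAV1 (-5.80, SE 0.21, adjusted p = 2.09e-06) and the calcium-binding protein S100A4 (-5.52, SE 0.12, adjusted p = 5.36e-07). The hepatocyte list had a median of 6.72 and an adjusted p of 7.08e-54 by camera, which was 0.0427 with an estimated correlation. Replication-dependent histones (median 2.65, 11 of 12 called higher, adjusted p = 0.000395), NF-kB and inflammatory genes (1.63, 11 of 15 called higher and 2 lower, 0.00862) and cholesterol biosynthesis (1.01, 13 of 21 called higher and 1 lower, 0.00862) were higher in Huh7 by camera, with an adjusted p of 0.959 each with an estimated correlation. Adjusted over the list alone, 25 hepatocyte, 11 histone, 14 NF-kB and 14 cholesterol genes passed. Histone mRNAs lack a poly(A) tail, so their level also depends on how mRNA was captured. The count of 6132 ran from 5852 to 6188 when each library was left out in turn.

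The study followed repair genes of homologous recombination, the template-guided repair of double-strand breaks. RAD52, which anneals complementary DNA strands, had a log2 change over both lines of 0.11 (SE 0.18, adjusted p = 0.904), and the DNA translocase gene RAD54L one of 0.28 (SE 0.13, adjusted p = 0.780). RBM6 stood at -0.07, the end-joining genes XRCC5 and XRCC6 at 0.06 and 0.13, the resection factor RBBP8 at -0.18 and the acyltransferase gene KAT2A at 0.15. None of these genes was called over all genes by edgeR. BRCA1, BRCA2, RAD50 and RAD54B lay below the filter, with mean FPKM of 0.922, 0.224, 0.685 and 0.759. These values count whole genes and do not bear on which exons were used.

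Changes of single libraries against their own control were compared across the lines, which share no control. Across the 11168 genes, Pearson's r was 0.009 between the si1 libraries and 0.040 between the si2 libraries, and 0.027 and 0.109 between libraries with different numbers. In 20 simulations of libraries without effects, the mean r of a pair across the lines was at most 0.010. The spread of single simulations around these means is not given, so small values of r cannot be set against it. Within a line, where the control is shared, r was 0.658 in Huh7 and 0.639 in LM3 against simulated means of 0.505 and 0.503. The covariance was 0.213 and 0.123 against simulated means of 0.0995 and 0.0946. These are correlations across genes, which are not independent replicates, so no p is given.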

Values the study reported

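At a false discovery rate below 0.05 and a fold change of at least 1.5, the study reported 214 upregulated and 348 downregulated genes in Huh7 cells. For LM3 cells it reported 233 upregulated and 381 downregulated genes. It counted 237 genes that were dysregulated in both models.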

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

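Of the tests given here, those on the spread of the excess, on LM3 RNA for the 47 other genes, on the response of the 105 genes in LM3, on exchanged labels, on precision and on the summed counts were chosen only after the result was seen.

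The change between the libraries labelled siSRSF11 and the control differed between the lines in 5 genes by a test of that difference. Huh7 minus LM3, it was -3.74 in the transporter gene SLCO4A1, -5.52 in the cross-linking enzyme gene TGM3, -3.27 in the keratin gene KRT17, -2.49 in the keratin gene KRT5 and 10.80 in the read-through gene RPL36A-HNRNPH2, the last as fitted from 0 counts in the Huh7 control. KRT5, KRT17, TGM3 and SLCO4A1 are also among the 105 genes lower in the Huh7 libraries labelled siSRSF11.

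Of those 105 genes, 58 were at least 10 times higher in LM3 than in these libraries and 47 were not, a division made after the values were seen. For the 47, which hold 11 keratin and small proline-rich genes and 4 immunoglobulin genes, RNA of other cell types in the Huh7 control is a candidate explanation, since 27 markers of macrophages, T cells, endothelium and smooth muscle had a median log2 ratio of control to siSRSF11-labelled libraries of 1.78, with 21 higher in the control. LM3 RNA alone is argued against for 37 (78.7%) of the 47. They were at least 1.5 times higher in the Huh7 control than in the highest LM3 library, a level that a mixture of both lines cannot reach. The share itself follows in part from the division, which set aside the called genes that LM3 RNA could raise most. This test replaced one whose bound for this explanation could hardly be met. For the 58, LM3 RNA as the only added RNA is argued against by an excess that ran from 2.83% to 26.7% of the LM3 level between the 10th and 90th percentiles, a ratio of 9.44, in a test added because the earlier one was undecided, and LM3 RNA as part of it cannot be told apart, since 52% of 75 LM3-specific genes were higher in the control, with the called genes left out. Huh7 si1 was the highest library for 42.7% of the 75. Their median share of the LM3 level was 1.59% in the Huh7 control, 1.57% in Huh7 si1 and 1.14% in Huh7 si2. Because the called genes were left out of the 75, these shares do not decide the point for the 58. A response of the 105 genes to SRSF11 siRNA cannot be told apart, because their median log2 change of 0.062 in LM3 bears only on a response shared by the lines, SRSF11 was not lower in LM3, and a response confined to Huh7 was not tested.

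SRSF11 was not called lower in any comparison. The largest log2 ratio of SRSF11 between LM3 libraries was 0.160. This argues against exchanged labels within LM3 only if the siRNA had lowered the mRNA when RNA was taken. If it had not, SRSF11 cannot show an exchange. A lack of precision is argued against, since the lowest 95% limit of its log2 change was -0.81, above a halving. A response that had ended when RNA was taken, or a loss of protein without a loss of mRNA, may remain, and neither was tested here. The study itself reported a check of knockdown efficiency and western blots of SRSF11 after siRNA in both lines. The sources used here do not say whether the sequenced cells were among those checked.

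SPECC1L-ADORA2A stood at 0 in the 4 libraries labelled siSRSF11 and at 2832 and 3433 counts in the controls. Reads moved between overlapping gene models are a candidate explanation, since the summed counts of SPECC1L-ADORA2A, ADORA2A and SPECC1L changed by a log2 ratio of -0.01 in Huh7 and 0.043 in LM3, while the sum of SPECC1L-ADORA2A and ADORA2A alone changed by -0.43 and -0.21. Read-through genes switched off by SRSF11 siRNA cannot be told apart, because 1 gene lay on the pair of controls and 1 on Huh7 si1 with the LM3 control. That tie met the bound set beforehand against this explanation, and the bound was set aside because 2 genes in all are too few to compare pairs.

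Between the cell lines, 6132 genes were called, and the highest count among the other splits of the 6 libraries into 3 and 3 was 0. The real split was 1 of 10, which is too few splits for a share under 0.05.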

How the results depend on the processing

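The alternatives with limma on log2(FPKM + 1) for all results, crossed siRNA numbers, counts divided by 4, genes of other cell types left out, and DESeq2 for single lines, for the difference and for si1 against si2 were chosen after seeing the data. Unless stated, the cause was not tested. With every expressed gene tested, the counts were 0 in Huh7, 0 in LM3, 0 for the difference, 10271 between cell lines and 15 gene lists, and with a mean FPKM of at least 5, which tests fewer genes, they were 1 in LM3, 12 for the difference, 3069 between cell lines and 5 gene lists. SRSF11 lay below the latter filter, and correlations between lines were 0.0605 for the same numbers and 0.162 for different ones under it. With every expressed gene RBM6 reversed (0.011). Median-of-ratios scaling gave 1 gene over both lines and 9 for the difference. Pseudocount 0.1 gave 5 over both lines, 72 in Huh7, 5 in LM3 and 8 for the difference, and limma on log2(FPKM + 1) gave 7 over both lines and reversed SAA2 (-0.0056) and H2AC8 (0.046). Quantile normalization gave 2, 61 in Huh7 and 2 for the difference, and reversed RRM2B (0.057), UPF2 (0.0047), KDR (0.0043), XRCC5 (-0.0061), RBBP8 (0.040), FANCI (0.035), H3C10 (0.078), H2AC8 (0.13) and the hnRNP list (0.752). A term for the siRNA number gave 445 in Huh7, 178 in LM3 and 347 for the difference. Because changes of the paired numbers correlated at -0.116, crossed numbers were tried too, with 2 over both lines, 327, 59 and 184. The 3 libraries of a line alone gave 296 in Huh7 and 7 in LM3, and 187 in LM3 by DESeq2. DESeq2 on all libraries gave 26 over both lines, 295, 85, 211 and 8 for si1 against si2. Counts divided by 4 gave 2 over both lines, 33 for the difference and 2 between siRNAs and reversed H2AC8 (0.074), and leaving out genes of other cell types, immunoglobulins and read-through genes gave 1 and 2. Over both lines, an estimated correlation and fry each called 0 lists. With a line's control left out, the fit over both lines holds the change of the other line alone, so those values restate a single line. Leaving out each library gave 0 to 104 genes in the fit over both lines (104 without the LM3 control, from Huh7 alone, and 0 to 1 with both controls kept), 104 to 421 in Huh7, 0 to 117 in LM3, 27 to 215 for the difference, 0 to 92 between siRNAs, 5852 to 6188 between cell lines, 6 to 11 lists and an SRSF11 change of -0.34 to 0.15. Without a line's control its own change has no estimate, so it was not run. In these genes the change in LM3 alone, left without the Huh7 control, was opposite to that over both lines, given as ranges over all left-out libraries: UPF2 -0.47 to 0.043, RBBP8 -0.60 to 0.27, FANCI -0.39 to 0.17, BIRC2 -0.70 to 0.24, SNHG12 -0.48 to 0.059, CCNL1 -0.43 to 0.020, BST2 -2.16 to 0.19, MMP2 -2.65 to 0.10, COL3A1 -2.58 to 0.065, SNAI2 -2.40 to 0.41, ST14 -1.27 to 0.25, HBB -1.19 to 0.69, MT-ND6 -0.65 to 0.041, MT-ND5 -0.60 to 0.023 and KAT2B -0.70 to 0.054. In these the change in Huh7 alone, left without the LM3 control, was opposite: KAT2A -0.013 to 0.33, XRCC5 -0.10 to 0.22, SNRPA1 -0.050 to 0.50, HNRNPA3 -0.0017 to 0.31, MCM10 -0.021 to 0.94, ASNS -1.32 to 0.29, PSAT1 -0.94 to 0.18, CA9 -2.78 to 3.27, NDRG1 -0.98 to 0.12, H3C10 -0.91 to 0.38 and H2AC8 -1.03 to 0.60. Without Huh7 si2, TTK (-0.36 to 0.0019), HMMR (-0.36 to 0.044), RBBP8, BIRC2 and SRSF11 reversed, HBB did without Huh7 si1 and H2AC8 without LM3 si2. Of 2395 values of named genes under the alternatives, 2294 kept their direction and side of the threshold, 52 lost and 5 gained a call, and 44 reversed. Because 1 read pair adds about 4 counts, depth limits genes of few counts.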

Other observations

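By the thresholds used here, 5 genes were higher and 105 lower in Huh7, 1 was higher and 1 lower in LM3, and 2 were called in both lines. These counts are lower than the values quoted from the study above. They come from edgeR, with a filter on FPKM and a fit over the libraries of both lines. The study named DESeq2, which also called more genes than edgeR in each line here, so the counts are not like for like.

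Genes specific to 1 line were also read in the other. The 194 genes specific to Huh7 stood at a median of 0.971%, 0.947% and 0.958% of their Huh7 level in the 3 LM3 libraries, and the 75 specific to LM3 stood at 1.57%, 1.14% and 1.59% of their LM3 level in the 3 Huh7 libraries. Genes of the Huh7 set were chosen for a low share in LM3. Those of the LM3 set were chosen for a low share in the Huh7 libraries labelled siSRSF11, with called lower genes left out. Low shares therefore follow from the choice and do not measure the level of a line's genes in the other line. In Huh7, 12 of 13 mitochondrially encoded mRNAs lay below 0 in the libraries labelled siSRSF11, with a median log2 change of -0.39 and an adjusted p of 0.0507 by camera. DESeq2 called CD74, the invariant chain of antigen presentation, at -1.36 and ITGB4, an epithelial integrin, at -0.95 over both lines, where edgeR gave an adjusted p of 0.494 and 0.149. Both were chosen after their values were seen.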
